A study of Homo sapiens with 12 samples.

How the data were processed

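RNA was sequenced from 12 libraries of 2 human prostate cancer cell lines, PC3 and VCaP. Each line was transfected with a non-targeting siRNA (NSI) or with an siRNA against FOXA1 (siFOXA1), with 3 replicates per condition. The groups and the replicate numbers were taken from the sample titles. RNA was collected after 72 hours, per the labels' protocols. PC3 received 20 nM siRNA, grew in RPMI and was sequenced from libraries of the TruSeq stranded mRNA kit. VCaP received 40 nM siRNA, grew in DMEM and was sequenced from libraries of the TruSeq total RNA kit. The cell line was therefore confounded with the dose, the medium and the library kit, and no label gave a sequencing batch.

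The deposited values were estimated counts per gene for 60106 genes, 1 table per library. Per the file headers, the authors made these expected counts with featureCounts from coordinate-sorted alignments, summing exons by gene of the GENCODE v28lift37 basic annotation on GRCh37. Per the file headers, only fragments with both ends mapped were counted, and a fragment that mapped to several places or overlapped several genes was divided among them, so the counts need not be whole. Per the file headers, the PC3 counts ignored strand and the VCaP counts used reverse-strand counting. No header or label names the aligner. Between 54.8% and 75.2% of the nonzero values in a library were not whole numbers. In PC3 the share was 75.1%, 70.5% and 75.2% in NSI and 62.0%, 60.2% and 73.3% in siFOXA1, for replicates 1, 2 and 3. The deposited counts were not normalized.

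From these tables, counts were rounded to whole numbers, as the count models need. Library totals ranged from 123140099 to 188226483 counts in PC3 and from 48187047 to 59839211 in VCaP. Each line was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3, with TMM factors (0.956 to 1.04), filterByExpr at its default settings and a two-sided quasi-likelihood test of siFOXA1 against NSI. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a call was an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The difference between the lines was the interaction term of a fit over all 12 libraries, the VCaP effect minus the PC3 effect. CPM values, counts scaled to a common library size, were computed with the TMM factors and are given as mean ± SD of 3 replicates. The biological coefficient of variation was 14.9% in PC3, 9.89% in VCaP and 12.8% over all 12 libraries. Fold changes from the fits include a small prior count, which understates the change of genes near 0. The 3 NSI against 3 siFOXA1 values of FOXA1 were also compared by an exact permutation test, two-sided, which has 20 arrangements and cannot give a p below 0.1.

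Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The splicing-related list held 154 genes, the union of 14 SR proteins, 30 hnRNP genes and 110 core spliceosome genes. Lists of nonsense-mediated decay (NMD), androgen response, cell cycle, interferon response, epithelial and mesenchymal genes were added for context. The 10 lists in 2 lines formed a family of 20 tests, and the 10 tests of the interaction another. The value of a list is the median log2 fold change of its genes minus the median over all genes tested, and the text calls it the relative log2 change. Genes called in both lines were compared with 10000 random draws matched on mean expression.

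The tests, the lists, the rule for naming genes and the alternatives, except those said to be added later, were fixed before the data were examined. Named genes were FOXA1, FOXA2, FOXA3, SRSF1, HNRNPK, KLK3 and ERG. Added to these were the 4 genes with the largest rise and the 4 with the largest fall in each line among calls with a mean of at least 5 CPM and no overlap between the groups. The rule also took the 3 rising and 3 falling splicing-related genes with the smallest adjusted p in each line, and, among genes with a mean of at least 5 CPM in each line, the 3 largest interactions of each sign and the 3 largest changes of each direction shared by both lines, ranked by the smaller of the 2 changes. Some genes that the rule named are not reported here. Coordinates are those in the deposited tables, on GRCh37 and counted from 1. GC content was computed from a GRCh37 sequence whose chromosomes matched all 37 of the tables, and was obtained for 60065 of 60106 genes, or 99.9%.

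Replicates were compared before they were averaged. The chi-square per degree of freedom between replicates of a group ranged from 11.2 to 160.3, so no library was a copy of another in its group. The titles give NSI and siFOXA1 the same replicate numbers without saying what a number shares. The pairing was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. In PC3 the correlations were 0.50 for replicate 1, 0.63 for replicate 2 and 0.23 for replicate 3, against −0.11, −0.45 and −0.04 on average for libraries with other numbers. The deviations within a group cancel out for each gene, so a positive value for the same number forces lower values for other numbers. An average can also hide a match between single libraries with other numbers, so this comparison does not settle the pairing. As a pairing in PC3 was possible, a fit with the replicate number as a block was run. It was set beside the PC3 results wherever it changed a call or moved a count by more than 1.5 times.

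The fits were tested on simulated data, with counts drawn from the means and library sizes of these libraries and 200 genes changed by 1 on the log2 scale in each line. At the 0.05 threshold edgeR recovered 64.6% of the 192 changed genes it tested in PC3 and 83.9% of 193 in VCaP. For the difference between the lines it recovered 48.4% of 378. Changed genes that were not tested are left out of these percentages. In the same order, 4.62%, 6.36% and 4.69% of calls were false. DESeq2 1.42.0, an alternative, had 10.5%, 10.5% and 11.9% of its calls false. A list shifted by −0.25 was found by camera at −0.24 in PC3 and −0.26 in VCaP, and 1 and 0 of 100 random lists had an unadjusted p under 0.05. The simulated genes were drawn independently of each other. The random lists therefore do not show how often camera makes false calls where genes vary together, as in real libraries.

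Alternatives were DESeq2 size factors, upper-quartile factors and library size alone for scaling, no filter or a mean of at least 1 CPM for filtering, the DESeq2 Wald test, a fit of all 12 libraries, the replicate block, removal of a gene length trend by loess with a span of 0.3, leaving out the 10 most abundant genes, a minimum log2 fold change of 1, fry or an estimated correlation for lists, and leaving out each library in turn. Added after the data had been seen were removal of a GC content trend, alone and with the replicate block, protein-coding genes only, and genes without exon overlap only. The tables hold no counts per exon or junction, so splicing itself was not analysed here.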

Results

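Gene-level RNA sequencing counts were collected from 2 established human prostate cancer cell lines after transfection with siRNA against FOXA1, a forkhead transcription factor, or with a non-targeting siRNA (NSI). PC3 came from a bone metastasis. VCaP came from a vertebral metastasis and carries a rearranged ERG gene. Each line had 3 NSI and 3 siFOXA1 libraries. The PC3 libraries, made from polyadenylated RNA, held 154406868, 141593267 and 188226483 counts in NSI and 161739909, 123140099 and 167321746 in siFOXA1. The VCaP libraries, made from total RNA, held 51381742, 48187047 and 59839211 counts in NSI and 49395368, 50012772 and 54831883 in siFOXA1. Mitochondrial genes held 13.1% to 15.7% of the counts in PC3 and 3.02% to 4.69% in VCaP. The study asked, by its title, how FOXA1 affects the expression of splicing factors and splicing. The gene counts bear on the expression.

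FOXA1 itself (ENSG00000129514.5_2, chromosome 14, 38059189 to 38064239, minus strand, GRCh37) was examined first, as the siRNA target. In PC3 its level was 303.4, 244.1 and 265.8 CPM in the NSI libraries and 163.0, 182.2 and 161.9 CPM in the siFOXA1 libraries. The mean fell from 271 ± 30.03 to 169 ± 11.4 CPM (SD, n = 3 each), 62.3% of the NSI level. The log2 fold change was −0.68 (SE 0.10, edgeR quasi-likelihood adjusted p 0.0022). Leaving out NSI replicate 1 moved it most, to −0.58, and the adjusted p ranged from 3.28e-07 to 0.0176 over 21 alternatives. In VCaP the level was 457.6, 467.8 and 543.6 CPM in NSI and 85.2, 73.6 and 83.0 CPM in siFOXA1. The mean fell from 489.7 ± 47.0 to 80.6 ± 6.19 CPM (SD, n = 3 each), 16.5% of the NSI level, a log2 fold change of −2.60 (SE 0.09, quasi-likelihood adjusted p 1.84e-07). All 3 siFOXA1 libraries lay below all 3 NSI libraries in both lines. The exact permutation test gave p 0.1 in each line, the smallest that 3 against 3 libraries allow. The fall was larger in VCaP, with a difference between the lines of −1.94 (SE 0.15, quasi-likelihood adjusted p 2.98e-07).

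**Figure D1:**
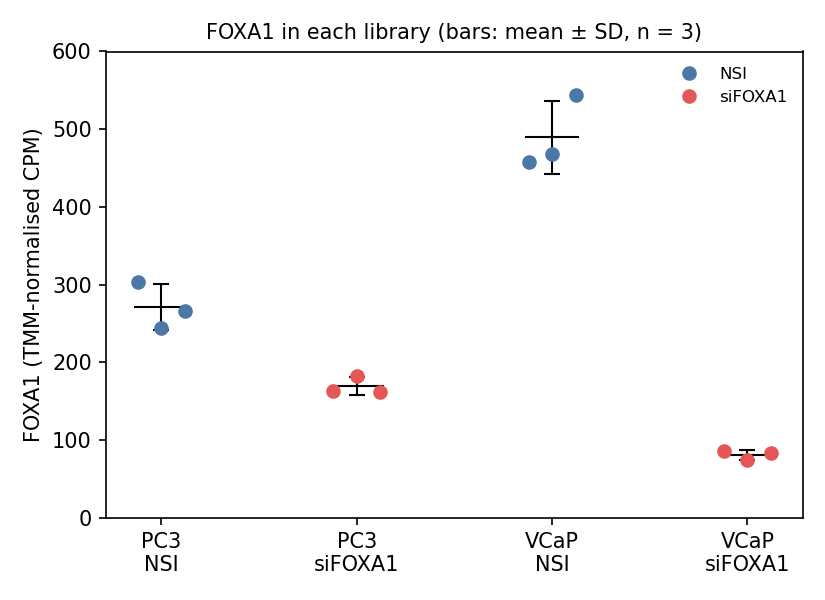
FOXA1 level in CPM in each of the 12 libraries, with points for replicates and the mean ± SD for each group. The siFOXA1 libraries sit between 161.9 and 182.2 CPM in PC3 and between 73.6 and 85.2 CPM in VCaP, below every NSI library of the same line.

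The PC3 comparison asked which genes changed when FOXA1 was lowered. Of 26478 genes tested, 7344 were called by the quasi-likelihood test, 3675 higher and 3669 lower in siFOXA1. A minimum log2 fold change of 1 moved this count most, to 2450 genes, 1627 higher and 823 lower. With the replicate number as a block, 11333 genes were called, 5217 higher and 6116 lower. Without siFOXA1 replicate 1 the count was 3963, and without NSI replicate 3 it was 4738. Library size alone as scaling gave 4607 higher and 2562 lower, so that 64.3% of the calls were higher against 50.0% with TMM. Large rises under the naming rule were in MX2, LGALS9 and TRIM22. MX2 (ENSG00000183486.12_3, chromosome 21, 42733870 to 42780870, plus strand) rose from 5.80 ± 2.88 to 181 ± 3.25 CPM (SD, n = 3 each), a log2 fold change of 4.96 (SE 0.39, adjusted p 5.89e-05). The log2 fold changes of LGALS9 and TRIM22 were 4.95 and 4.88. The largest fall was in VSIG1 (ENSG00000101842.13_5, chromosome X, 107288200 to 107322414, plus strand), from 33.7 ± 4.26 to 4.15 ± 0.295 CPM (SD, n = 3 each), a log2 fold change of −3.02 (SE 0.12, adjusted p 2.47e-06). It was followed by RPL37P2 (−2.61), RP11-170M17.2 (−2.46) and ENSG00000231767.4_4 (−2.46). RPL37P2 and RP11-170M17.2 are annotated as processed pseudogenes, and reads of pseudogenes can be shared with their parent genes, so these values are uncertain. RPL37P2 had 897, 167 and 828 counts in the siFOXA1 libraries.

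The same comparison in VCaP called 10500 of 22939 genes, 5155 higher and 5345 lower, by the quasi-likelihood test. A minimum log2 fold change of 1 left 2841 genes, 1756 higher and 1085 lower. The largest rises were in COL17A1, TGFB3, LRRN3 and CA4. COL17A1 (ENSG00000065618.18_3, chromosome 10, 105791044 to 105845760, minus strand) rose from 0.183 ± 0.0389 to 21.8 ± 0.57 CPM (SD, n = 3 each), a log2 fold change of 6.89 (SE 0.13, adjusted p 1.02e-08). It had 11, 10 and 8 counts in the NSI libraries. TGFB3, LRRN3 and CA4 had log2 fold changes of 6.87, 6.47 and 6.08. The largest fall was in TTR (ENSG00000118271.9_2, chromosome 18, 29171689 to 29178984, plus strand), from 10.2 ± 2.13 to 0.346 ± 0.0804 CPM (SD, n = 3 each), a log2 fold change of −4.87 (SE 0.22, adjusted p 4.64e-07). NPY, REG4 and TRGC1 followed at −4.04, −3.99 and −3.98. TRGC1 is a T cell receptor constant gene at chromosome 7, 38297480 to 38305279, and its level fell from 142.3 ± 17.6 to 9.04 ± 1.43 CPM (SD, n = 3 each).

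Other genes named in advance were the relatives of FOXA1, KLK3 and ERG. FOXA2 (chromosome 20, 22561643 to 22566093, minus strand) rose in VCaP from 0.119 ± 0.0538 to 1.86 ± 0.181 CPM (SD, n = 3 each), a log2 fold change of 3.94 (SE 0.27, quasi-likelihood adjusted p 3.82e-06), from 19 to 285 counts summed over the 3 libraries. In PC3 it was at 31.6 ± 2.88 and 35.9 ± 9.05 CPM (SD, n = 3 each), a log2 fold change of 0.18 (SE 0.17, adjusted p 0.45) that became −0.04 without siFOXA1 replicate 2. FOXA3 was under the filter in both lines, at means of 0.0299 and 0.00975 CPM in PC3 and 0.0508 and 0.0196 CPM in VCaP. KLK3 and ERG did not change detectably in VCaP, with log2 fold changes of −0.13 (SE 0.26, adjusted p 0.71) and −0.08 (SE 0.07, adjusted p 0.37). The sign for KLK3 was positive without NSI replicate 1 (0.24) or siFOXA1 replicate 3 (0.05). Both genes were under the filter in PC3.

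The splicing-related list addressed the question in the title. In PC3 its relative log2 change was −0.25 (camera adjusted p 1.69e-07), and 140 of its 154 genes had a negative log2 fold change. Of these genes 58 were called lower and 1 higher over all genes tested, and 76 were called when adjusted over the list alone. In VCaP the relative log2 change was −0.16 (camera adjusted p 0.0021), with 108 of 154 genes negative, 66 called lower, 11 called higher and 77 called when adjusted over the list alone. The list was also called by fry, at adjusted p 0.0049 in PC3 and 0.0014 in VCaP. Fry asks whether the genes of a list change, without reference to other genes, while camera compares them with other genes. It also called the NMD list in VCaP (adjusted p 0.0124), whose relative log2 change was 0.0056. A call by fry therefore does not show a fall relative to other genes. The camera calls did not hold with an estimated correlation, the alternative that moved the test most, at adjusted p 0.34 in PC3 and 0.35 in VCaP. Over 19 alternatives the adjusted p ranged from 1.36e-11 to 0.34 in PC3 and from 6.65e-06 to 0.35 in VCaP. The difference between the lines was 0.05 (camera adjusted p 0.20), which was not detectable. Within the list, the relative log2 change was −0.30 for SR proteins in PC3 (adjusted p 0.0071) and −0.20 in VCaP (adjusted p 0.11). It was −0.29 (adjusted p 1.14e-05) and −0.26 (adjusted p 0.0013) for hnRNP genes and −0.21 (adjusted p 1.59e-05) and −0.10 (adjusted p 0.029) for core spliceosome genes, in PC3 and VCaP. The core spliceosome call in VCaP was lost in 7 of 19 alternatives, upper-quartile scaling among them (adjusted p 0.0638, range 0.0011 to 0.38). The SR protein list in VCaP was called in 2 of 19, by fry (adjusted p 0.0016) and with no filter (adjusted p 0.0209, range 0.0016 to 0.38).

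Among single splicing genes, SRSF1 (ENSG00000136450.12_3, chromosome 17, 56080721 to 56084707, minus strand) fell in PC3 from 256 ± 17.5 to 201 ± 11.3 CPM (SD, n = 3 each), a log2 fold change of −0.35 (SE 0.09, quasi-likelihood adjusted p 0.0214). In VCaP it fell from 222 ± 5.62 to 176 ± 7.78 CPM (SD, n = 3 each), a log2 fold change of −0.34 (SE 0.06, adjusted p 0.0019). The PC3 call was lost with library size alone (−0.26, adjusted p 0.0608). It was also lost without NSI replicate 1 (−0.34), NSI replicate 3 (−0.30), siFOXA1 replicate 1 (−0.33) or siFOXA1 replicate 3 (−0.30), in a range of adjusted p from 0.0023 to 0.093 over 20 alternatives. Exons of SRSF1 overlap other genes over 10.3% of their length on the same strand and 12.6% on the other strand, and the PC3 counts ignored strand. HNRNPK (chromosome 9, 86582998 to 86595519, minus strand) had log2 fold changes of −0.37 in PC3 (SE 0.08, adjusted p 0.0102) and −0.22 in VCaP (SE 0.06, adjusted p 0.0163). Its PC3 call was lost without NSI replicate 3 (−0.35) or siFOXA1 replicate 1 (−0.35), and its VCaP call without siFOXA1 replicate 2 (−0.21) or in the fit of all 12 libraries (−0.20). The falling splicing genes with the smallest adjusted p in PC3 were SRSF3 (−0.66), RBMX (−0.63) and SNRNP40 (−0.62), and LUC7L3 (0.48) was the 1 called higher. In VCaP they included PPIL1 (−1.55) and SRSF8 (−1.03) among the falls, and CLK4 (0.64), CLK1 (0.49) and SNRPB2 (0.39) among the rises. PPIL1 and RBMX each have 1 annotated pseudogene named after them.

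The other lists were tested for context. The interferon-response list rose in PC3 by a relative log2 change of 3.10 (camera adjusted p 9.38e-150), with all 39 of its genes tested there higher and called. In VCaP it did not stand apart, at 0.13 (adjusted p 0.43), with 17 of 30 genes higher. The cell-cycle list fell in both lines, by −0.66 in PC3 (adjusted p 5.78e-18, 46 of 50 genes lower) and −0.84 in VCaP (adjusted p 3.81e-20, 50 of 50 lower). The androgen-response list was at −0.07 in PC3 (adjusted p 0.19) and −0.47 in VCaP (adjusted p 9.81e-07, 24 of 34 lower). The mesenchymal list was at 0.39 in PC3 (adjusted p 1.14e-05, 20 of 28 higher) and −0.46 in VCaP (adjusted p 0.82). The epithelial list was at −0.11 (adjusted p 0.18) and 0.07 (adjusted p 0.38), and the NMD list at −0.15 (adjusted p 0.0968) and 0.0056 (adjusted p 0.75). In all, 6 of the 9 lists beside the splicing union were called in PC3 and 4 of 9 in VCaP, with 9 and 6 under fry. Under an estimated correlation 1 was called in PC3, the interferon-response list (adjusted p 0.0204), and 0 in VCaP. At an unadjusted p under 0.05 these were 4 in PC3 and 0 in VCaP. The tested differences between the lines were −2.33 for interferon response (camera adjusted p 1.89e-70), −0.32 for androgen response (1.73e-06), −0.26 for cell cycle (0.0073), 0.38 for epithelial (0.0692), −0.91 for mesenchymal (0.17), 0.16 for NMD (0.33), 0.10 for SR proteins (0.47), 0.01 for hnRNP (0.93) and 0.05 for core spliceosome genes (0.17). These are medians over the genes of the fit of all 12 libraries, so they need not equal the gap between the 2 values by line. Under an estimated correlation the interferon-response difference alone was called, at adjusted p 0.0032. The cell-cycle difference was lost without VCaP siFOXA1 replicate 3 (−0.12, adjusted p 0.127, range 1.29e-05 to 0.72 over 20 alternatives). The epithelial difference was called by fry (adjusted p 0.0022), with no filter (0.37, adjusted p 0.0103), and without VCaP NSI replicate 1 (0.36, adjusted p 0.0431) or VCaP siFOXA1 replicate 3 (0.44, adjusted p 0.0333), in a range of 0.0022 to 0.35. The mesenchymal difference was called with no filter (−0.90, adjusted p 0.0338) and without VCaP siFOXA1 replicate 2 (−0.97, adjusted p 0.0371, range 0.0338 to 0.72). The core spliceosome difference was called in 1 of 20 alternatives, with no filter (0.0427, adjusted p 0.0194, range 0.0194 to 0.72).

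**Figure D2:**
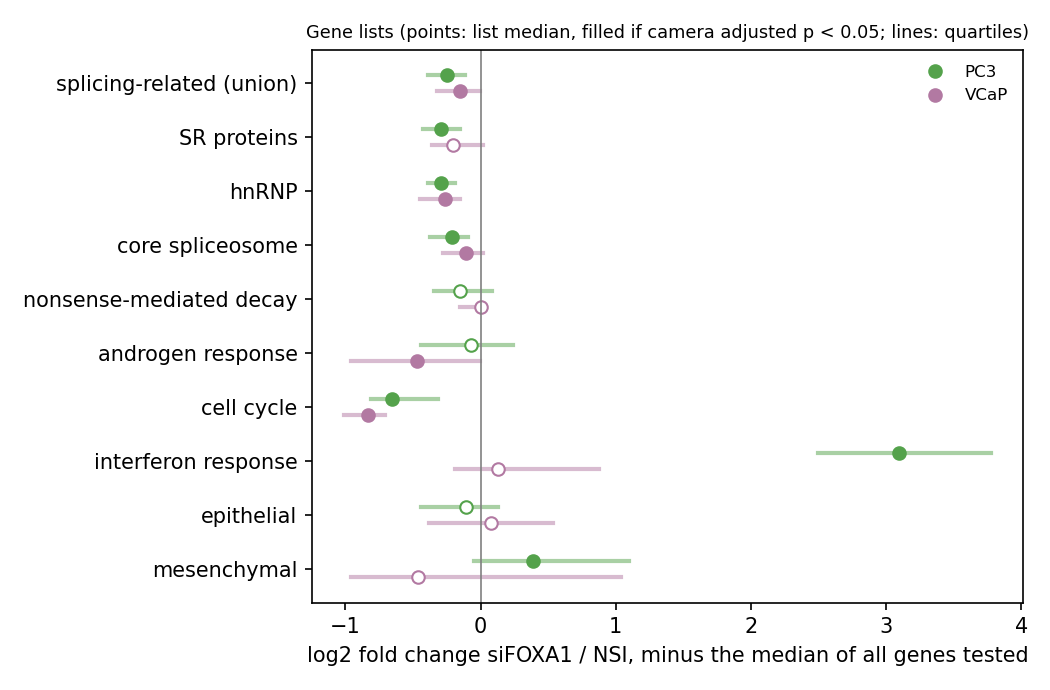
Relative log2 change of siFOXA1 against NSI for each gene list, in PC3 (green) and VCaP (purple). Points are list medians, filled where the camera adjusted p was under 0.05, and lines span the quartiles of the genes; the interferon-response list stands at 3.10 in PC3 and 0.13 in VCaP, and the cell-cycle list lies below 0 in both lines.

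The interaction asked whether the effect of the siRNA differed between the lines. Of 30450 genes tested, 6744 were called different, 3379 more positive and 3365 more negative in VCaP. With the replicate block the count was 8832, and with library size alone it was 6531, split into 2643 and 3888. Among genes with a mean of at least 5 CPM in each line, the largest positive differences were in TGFB3 (6.40, SE 0.24), COL17A1 (6.04, SE 0.17) and FBXO32 (5.12, SE 0.13), and the largest negative in AOX1 (−4.63, SE 0.22), OAS3 (−4.31, SE 0.24) and HERC6 (−4.29, SE 0.20). TGFB3 in PC3 was at 0.46 (quasi-likelihood adjusted p 0.0633) and at 0.47 with the replicate block (adjusted p 0.0137, range 0.0085 to 0.20 over 20 alternatives). The block also made calls of the differences in SNRNP40 (0.30), LUC7L3 (−0.34) and SRSF3 (0.27), whose adjusted p without it were 0.0604, 0.0595 and 0.105. Over 19 alternatives the SNRNP40 difference was called in 4, the block, DESeq2 (0.26), the filter in each line (0.28) and the fit without VCaP NSI replicate 3 (0.36), at adjusted p from 0.0318 to 0.21 over all 19. The LUC7L3 difference was called in 8 (adjusted p 0.0094 to 0.15), the block, DESeq2 (−0.38), DESeq2 size factors (−0.37), library size alone (−0.43), the filter in each line (−0.36) and the fits without PC3 NSI replicate 3 (−0.43), PC3 siFOXA1 replicate 2 (−0.40) or VCaP NSI replicate 3 (−0.41). The SRSF3 difference was called in 1, the block (adjusted p 0.0433 to 0.35). OAS3 (chromosome 12, 113376157 to 113411054, plus strand) rose in PC3 from 45.0 ± 12.9 to 618 ± 77.0 CPM (SD, n = 3 each) and fell in VCaP from 80.1 ± 3.75 to 56.2 ± 2.17 CPM (SD, n = 3 each). The cell line was confounded with the library kit, the siRNA dose, the medium and the use of strand, so the difference is one between these sets of libraries.

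Genes changed in both lines were counted among the 19282 genes tested in both. There 5645 were called in PC3 and 9262 in VCaP, and 3111 in both. Of these, 2130 changed in the same direction, 881 higher and 1249 lower, against 1503 expected from 10000 draws matched on mean expression (1443 to 1563 in the central range of the draws, and 2130 or more in 0 of them). The balance of higher and lower shared genes depended on the scaling and the filter, with 1110 higher and 953 lower under upper-quartile factors, 1030 and 929 with library size alone, and 1166 and 980 when the fits were limited to genes passing the filter in each line. A further 981 changed in opposite directions, against 1311 expected (1254 to 1370). With the replicate block, which moved the counts most among the alternatives that kept all libraries, 3488 changed in the same direction and 1662 in opposite directions. Without PC3 siFOXA1 replicate 1 these counts were 1189 and 544, and without PC3 NSI replicate 3 the opposite count was 615. Log2 fold changes had a Pearson r of 0.20 and a Spearman rho of 0.21 across genes, which are not independent replicates. The Pearson r was 0.0687 with no filter on low counts and 0.0868 with DESeq2. Among genes with a mean of at least 5 CPM in each line, the largest shared rises by the smaller of the 2 changes were in KITLG (1.88 in PC3 and 1.94 in VCaP), CASP10 (2.08 and 2.19) and HMOX1 (1.87 and 5.26). The largest shared falls by the same rule were in SPDEF (−1.40 and −3.07), REG4 (−1.52 and −3.99) and PMEPA1 (−1.68 and −1.41).

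**Figure D3:**
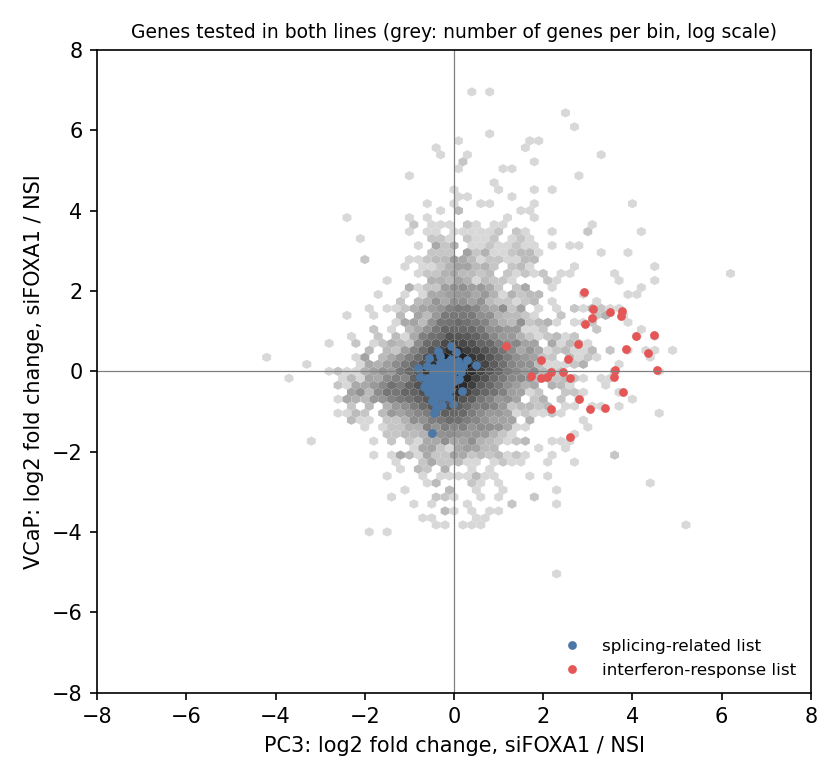
Log2 fold change of siFOXA1 against NSI in VCaP (vertical axis) against PC3 (horizontal axis) for the 19282 genes tested in both lines, with grey bins shaded by the number of genes on a log scale. The 30 interferon-response genes plotted lie to the right of 0 in PC3 and on both sides of 0 in VCaP, and the 154 splicing-related genes lie mostly below 0 in both lines.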

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

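Chosen only after the result was seen were the tests of exon overlap, of an siRNA response and of a consequence shared by both lines for the interferon-response list, and the test of reads shared between FOXA1 and FOXA2. Each result in this part differed between PC3 and VCaP by the test of the interaction. The counts as deposited carried no normalization that differed between groups. Within a line, NSI and siFOXA1 libraries had overlapping library sizes, but the lines themselves differed in depth, with 123140099 to 188226483 counts per library in PC3 and 48187047 to 59839211 in VCaP.

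In all, 6744 of 30450 genes had a different response to the siRNA in the 2 lines. Of the 100 combinations of the splits within each line, the real one included, 1 gave as many genes, and the next largest count was 3296. Strand was ignored in the PC3 counts only. If that were the cause, calls would gather in genes whose exons overlap another gene, yet 21.4% of 19427 genes without overlap were called, against 23.4% of 11023 genes with it. A smaller version of one response in PC3, where FOXA1 fell less, would leave few genes that move apart. Yet 981 were called in opposite directions in the 2 lines, 615 without PC3 NSI replicate 3 and 544 without PC3 siFOXA1 replicate 1. The 981 were fewer than the 1311 expected from draws matched on mean expression (1254 to 1370), so a response shared in part is not excluded. The library kit, the siRNA dose and the cell line cannot be told apart, since 0 libraries separate the line from the dose. A biological difference between the lines stays open and untested.

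The interferon-response list differed by −2.33 in relative log2 change, a median over its 39 genes in the fit of all 12 libraries. In the fits by line it was at 3.10 over 39 genes in PC3 and at 0.13 over the 30 genes tested in VCaP, so these 2 values do not subtract to the difference. Leukocytes or their RNA in the siFOXA1 PC3 libraries would bring their own abundant transcripts. The 13 leukocyte markers had a median of 0.00969 CPM there, and 0 of them reached 1 CPM. The most abundant were CSF1R at 0.926 CPM and LYZ at 0.725 CPM, while the median of the interferon-response genes rose from 29.2 to 274 CPM. Reads of overlapping genes would leave genes without exon overlap in place, yet 31 of 31 such genes of the list rose, with a relative log2 change of 3.33. A consequence of lower FOXA1 that both lines share would raise the list in VCaP, where FOXA1 fell further, at least as much as in PC3. There 17 of 30 genes were higher (camera adjusted p 0.43), against 39 of 39 in PC3, and the difference of −2.33 (camera adjusted p 1.89e-70) argues against it. Still open is a response of PC3 to the transfected siRNA itself. PC3 had 1 siRNA group other than the non-targeting one, so an effect of that siRNA and an effect of losing FOXA1 cannot be told apart. An effect of FOXA1 that is specific to PC3 is open as well. A second siRNA or a rescue was not analysed here.

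The androgen-response list differed by −0.32 and the cell-cycle list by −0.26, both more negative in VCaP. Under camera with an estimated correlation neither was called, at adjusted p 0.16 and 0.72, in ranges of 3.11e-08 to 0.16 and 1.29e-05 to 0.72 over 20 alternatives. The cell-cycle difference was also not called by fry (adjusted p 0.083), and it was −0.12 (camera adjusted p 0.127) without VCaP siFOXA1 replicate 3. That library may therefore carry much of the cell-cycle difference. The lower FOXA1 reached in VCaP, its dose and its kit stay open for both lists, and no test here parts them.

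FOXA1 differed by −1.94, from −0.68 in PC3 to −2.60 in VCaP, and FOXA2 by 3.76. The FOXA2 difference came from its rise in VCaP, by 3.94 on the log2 scale, from 19 to 285 counts over 3 libraries. Reads shared with FOXA1 would make FOXA2 follow FOXA1, but there FOXA1 fell (−2.60) while FOXA2 rose, which argues against them. The kit, the dose and the line cannot be told apart for these genes.

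Among the genes with the largest changes, the differences were 6.40 for TGFB3, 6.04 for COL17A1, 5.12 for FBXO32, 4.03 for LRRN3 and 3.37 for HMOX1, all more positive in VCaP. They were −4.63 for AOX1, −4.31 for OAS3, −4.29 for HERC6, −2.48 for REG4 and −1.69 for SPDEF, all more negative in VCaP. Each of these 10 stayed called with the same sign in the 19 alternatives run for it. AOX1, OAS3 and HERC6 rose in PC3 and fell in VCaP, so a smaller version of one response does not describe them. LRRN3, HMOX1, REG4, SPDEF and COL17A1 moved the same way in both lines, by different amounts. FBXO32 was not called in PC3 (adjusted p 0.35). TGFB3 was not called there either (adjusted p 0.0633), but it was in 12 of 20 alternatives, the replicate block among them (adjusted p 0.0137, range 0.0085 to 0.20). Exon overlap on either strand was 0 percent for AOX1, OAS3, HERC6, FBXO32, LRRN3, HMOX1, REG4 and SPDEF, 5.87% on the other strand for TGFB3 and 0.264% on the same strand for COL17A1. The kit, the dose and the line cannot be told apart for these genes either.

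Of the splicing-related genes named, CLK4 differed by 0.69, SNRPB2 by 0.69 and CLK1 by 0.42, and PPIL1 differed by −1.07 and SRSF8 by −0.60. The CLK1 difference was called in 7 of 19 alternatives, with adjusted p from 0.0142 to 0.16. It was lost in 9 of the 12 fits without 1 library, with values from 0.28 to 0.44 in those 9. It was also lost with DESeq2 size factors (0.39, adjusted p 0.0537), library size alone (0.33, adjusted p 0.16) or no filter (0.41, adjusted p 0.0541). The other 4 stayed called in the 19 alternatives. Exons of PPIL1 overlap another gene on the other strand over 0.173% of their length. PPIL1 has 1 pseudogene named after it.

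RPL37P2 differed by 1.96, ENSG00000231767.4_4 by 1.76 and RP11-170M17.2 by 1.71, because each fell more in PC3. RPL37P2 and RP11-170M17.2 are processed pseudogenes. Reads shared with parent genes may account for part of such falls, since across 308 pseudogenes in PC3 the log2 fold change of a pseudogene correlated with that of its parent at a Spearman rho of 0.405. The falls of these 3 were −2.46 to −2.61, while RPL37 was at −0.40 in PC3 and the median was −0.64 for the 308 pseudogenes and −0.40 for their parents. The 2 kits and the way fractions were divided may change how such reads were split, which was not tested. The share of values that were not whole numbers also differed among the PC3 libraries, and its bearing on these falls was not tested.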

How the results depend on the processing

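Chosen only after the data were seen were the alternatives that removed a GC content trend, with or without the replicate block, and those that kept protein-coding genes only or genes without exon overlap only.

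FOXA1 was lower and called in both lines in all 21 alternatives, from −0.74 to −0.58 in PC3 and from −2.67 to −2.53 in VCaP. The interaction count stayed within 1.5 times of 6744 in all 19 alternatives, from 6502 to 8832 genes in 7 of them and from 5464 to 7235 across the 12 fits that each left out 1 library. The relative log2 change of the splicing-related list stayed negative in all 19 alternatives, from −0.30 to −0.20 in PC3 and from −0.19 to −0.11 in VCaP, and it was called in 18 of them in each line. The call by fry among these does not compare the list with other genes. Of the 19, the 3 other scalings shift all genes of a line alike and the 2 other set tests use the same fold changes, so these 5 say nothing about the value itself.

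The count of genes changed in PC3 was 7344. It was 11333 with the replicate block, 11632 with the replicate block and the gene length trend removed, and 11952 with the replicate block and the GC content trend removed. Same-numbered PC3 libraries deviated together, so the block can take variation out of the error term, though the pairing itself is not settled. The count was 4406 among genes without exon overlap and 2450 with a minimum log2 fold change of 1, which follow from fewer genes tested and from the added condition. Across the 6 fits that each left out 1 PC3 library it ranged from 3963, without siFOXA1 replicate 1, to 7628. It was 4738 without NSI replicate 3. These fits had fewer samples, and why these 2 libraries mattered more was not tested. In the other 11 alternatives the count was within 1.5 times. Of the 7344 genes, 7307 were called again in the same direction with the block.

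The count in VCaP was 10500. It was 6418 among genes without exon overlap and 2841 with a minimum log2 fold change of 1, for the same reasons. It ranged from 8750 to 9964 across the 6 fits that each left out 1 library. Whether the VCaP numbers pair the libraries is not settled either. Same-numbered deviations correlated at 0.11, 0.0375 and 0.40 for replicates 1, 2 and 3, against −0.0077, 0.0031 and −0.25 on average for other numbers. The values for replicates 1 and 2 were low, but that for replicate 3 was above the 0.23 of PC3 replicate 3. The replicate block gave 11474 genes there, and the core spliceosome list −0.11 at adjusted p 0.0571. Beside the values in the report, the block changed no other call in PC3.

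Under camera with an estimated correlation the splicing-related list was not called, at −0.25 in PC3 (adjusted p 0.34) and −0.16 in VCaP (adjusted p 0.35), and the number of other lists called went from 6 to 1 in PC3 and from 4 to 0 in VCaP. The correlations themselves were not written out, so why the calls were lost was not shown. The difference of the splicing-related list between the lines was called with no filter on low counts, at 0.0418 (adjusted p 0.0338, range 0.0338 to 0.72), and the cause was not tested. Genes changed in the same direction in both lines numbered 2130, and 3488 with the replicate block. They ranged from 1189, without PC3 siFOXA1 replicate 1, to 2163 across the 12 fits that each left out 1 library.

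With library size alone, CLK4 in PC3 was at 0.0196 instead of −0.07 and the KITLG difference at −0.0519 instead of 0.0422. With no filter, the NMD list in VCaP was at −0.0243 instead of 0.0056, the mesenchymal list in VCaP at 0.0045 instead of −0.46, and the hnRNP difference at −0.00087 instead of 0.01. Among genes without exon overlap, the NMD list in VCaP was at −0.00998 and the interferon-response list in VCaP at −0.0127 instead of 0.13. None of these was called with or without the change, and the cause was not tested. Across the fits that each left out 1 library, the sign also changed for CLK1 in PC3 (−0.0222 to 0.16), FOXA2 in PC3 (−0.0410 to 0.31), KLK3 in VCaP (−0.32 to 0.24) and the NMD list in VCaP (−0.0124 to 0.0355). It changed for the differences in CASP10 (−0.0752 to 0.13), KITLG (−0.0870 to 0.10), SRSF1 (−0.12 to 0.0161) and the hnRNP list (−0.0547 to 0.0506). None of these was called in any of those fits.

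Among the single genes, single lists and other values, the alternatives that kept all libraries gave 31 weaker, 31 stronger, 3 moved and 7 reversed values. The fits without 1 library gave 23 weaker, 8 stronger, 2 moved and 23 reversed. SNRPB2 in PC3 was called in 11 of 21 alternatives. PPIL1 in PC3 lost its call without siFOXA1 replicate 1 (−0.44, adjusted p 0.0552, range 0.00010 to 0.0552). SNRPB2 in PC3 lost it in 5 of the 6 fits without 1 library (−0.34 to −0.23).

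Depth limits the low genes most. At 48187047 to 59839211 counts per VCaP library, genes such as COL17A1 or FOXA2 in VCaP NSI libraries rested on 3 to 11 counts. The 3 replicates of each group limit the exact permutation test to p 0.1.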

Other observations

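Chosen only after the result was seen were the tests of a gene length trend and of a GC content trend in the ribosomal protein genes and the way the VCaP values of the matched lists and of the protein-coding share were read.

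For the counts within a line, 3 libraries against 3 make 10 splits, so a share below 0.1 cannot occur. In PC3, 1 of the 10 splits gave as many changed genes, 1 as large a change of the splicing-related list and 3 as many other lists. In VCaP these numbers were 1, 1 and 4. The splits that mix the groups called 0 genes, yet the median number of other lists they called was 5 in PC3 and 3 in VCaP. Camera at the correlation of 0.01 can therefore call lists where no gene is called. Of the 10 PC3 splits, 4 parted all 3 same-numbered pairs, as the real one does, and among these 1 gave as many genes, 1 as large a splicing change and 2 as many other lists. The other 6 kept 2 pairs together. The splits of both lines make 100 combinations, the real one included. Of these, 1 gave as many genes changed in the same direction in both lines. Every other combination holds a split that called 0 genes, so this count could not test agreement in direction. A difference of the splicing-related list between the lines as large as 0.05 came from 39 of the 100. The number of other lists called is therefore no larger than in some splits that mix the groups, and chance may give the splicing difference of 0.05.

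The fall of the splicing-related list was set against 10000 random lists matched on abundance, GC content and length. In PC3 the list had a median log2 fold change of −0.26, the matched lists −0.14 (−0.20 to −0.09), and 0 of 10000 fell as far. Genes alike in these properties therefore fell as well in PC3, but less than the list. The relative log2 change in PC3 was −0.247. It was −0.255 with the length trend removed and −0.252 with the GC content trend removed, which argues against either alone as the cause. The matching does not show which property the fall of the matched lists follows. In VCaP the median was −0.13, the matched lists −0.08 (−0.14 to −0.01), and 524 of 10000 fell as far, or 478 with protein-coding genes as the pool. The first reading, by the 524 alone, was that a trend was sufficient. As the 2 pools lie on either side of a share of 0.05 of the draws, matching cannot tell the list from a joint trend in VCaP. The relative log2 change there was −0.156. It was −0.138 with the length trend removed (camera adjusted p 0.0053) and −0.151 with the GC content trend removed (adjusted p 0.0011). This argues against length alone or GC content alone as the whole cause in VCaP. Abundance was not removed on its own. A wider fall of growth-related genes would lower other lists too. In PC3, 2 of 3 did, with ribosome biogenesis at −0.39 (camera adjusted p 2.23e-11), mitochondrial ribosome at −0.34 (adjusted p 8.81e-08) and proteasome at −0.10 (adjusted p 0.26). In VCaP, 2 of 3 did, at −0.13 (adjusted p 0.0265), −0.21 (adjusted p 0.00077) and −0.13 (adjusted p 0.0817). The cell-cycle list fell in both lines as well. The relative log2 change was no larger in VCaP, where FOXA1 was at 16.5% of the NSI level, than in PC3, where it was at 62.3%. The lines also differ in dose and kit, so this does not settle the cause. Slower growth of siFOXA1 cells, a response to the siRNA itself and a direct effect of FOXA1 on splicing genes cannot be told apart with these libraries.

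Transcription of the FOXA2 locus is a candidate explanation for the FOXA2 rise in VCaP. The neighbouring gene LINC00261 (chromosome 20, 22541191 to 22559280, minus strand) had 15 counts over the 3 siFOXA1 VCaP libraries and 4 over the 3 NSI libraries. It was under the filter there, so its counts are too few to decide.

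Processed pseudogenes held a smaller share of the counts in siFOXA1 libraries. The share was 0.629%, 0.745% and 0.683% in PC3 NSI and 0.448%, 0.538% and 0.468% in PC3 siFOXA1, and 0.890%, 0.909% and 1.02% in VCaP NSI and 0.685%, 0.687% and 0.754% in VCaP siFOXA1. Reads shared with parent genes may produce part of this. The Spearman rho across genes of pseudogene and parent log2 fold changes was 0.405 over 308 pseudogenes in PC3 (−0.13 to 0.13 when permuted) and 0.566 over 247 in VCaP (−0.14 to 0.14 when permuted), although genes are not independent. The parents summed to 95705 CPM in NSI and 77336 CPM in siFOXA1 in PC3, and to 59639 and 44164 CPM in VCaP. The pseudogenes summed to 2206 and 1512 CPM in PC3 and to 3011 and 2142 CPM in VCaP. Their median log2 fold change was −0.64 in PC3 and −0.24 in VCaP, and that of the parents, each counted once per pseudogene, was −0.40 and −0.42, so in PC3 the pseudogenes fell further than the parents. Real transcription of the pseudogenes was not tested.

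Many of those parents encode ribosomal proteins. These were lower in siFOXA1, by a relative log2 change of −0.48 in PC3 (78 of 80 genes lower, camera p 3.85e-11) and −0.55 in VCaP (77 of 78 lower, camera p 2.07e-08). With an estimated correlation p was 0.35 and 0.42, and by fry 0.0539 and 0.0317. Ribosomal protein transcripts are short, so a length trend may be suspected. With the length trend removed the changes were −0.47 in PC3 and −0.53 in VCaP, and with a GC content trend removed they were −0.49 (camera p 9.14e-11) and −0.54 (camera p 1.73e-08), which argues against either trend as the whole cause. A lower output of the translation machinery in siFOXA1 cells stays open and was not tested.

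Same-numbered PC3 libraries deviated together, most for replicate 2, at a correlation across genes of 0.627. A GC content and gene length trend of the libraries would be a technical source. With both trends removed the correlation was 0.510, so these trends are not the whole source. What replicate 2 shares was not tested, since the labels do not say what a number stands for.

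In VCaP the share of counts in protein-coding genes was 68.3% to 70.5% in NSI and 61.4% to 65.3% in siFOXA1, a gap of 5.72 percentage points. The 10 most abundant genes, among them RN7SL1, RN7SL2 and MALAT1, were left out as a test of a few abundant non-coding genes. Also among the 10 was EEF1A1, a protein-coding gene that went from 0.914% to 0.606% of the counts. Without the 10 genes the gap was 2.40 points, with 83.5% to 85.6% in NSI and 80.9% to 83.2% in siFOXA1. The first reading was that a gap remaining speaks against these genes. As leaving out the 10 genes closed more than 3 points and the groups still did not overlap, they may explain part of the gap. How much of that part comes from EEF1A1 was not tested, and whether the rest has the same origin cannot be told. MALAT1 went from 1.91% to 3.61% of the counts.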
